# Gender differences in innate responses and gene expression profiles in memory CD4 T cells are apparent very early during acute simian immunodeficiency virus infection

**DOI:** 10.1371/journal.pone.0221159

**Published:** 2019-09-06

**Authors:** Jeffy George, Ryan C. Johnson, Mary J. Mattapallil, Lynnsey Renn, Ronald Rabin, D. Scott Merrell, Joseph J. Mattapallil

## Abstract

Gender differences in Human immunodeficiency virus (HIV) disease progression and comorbidities have been extensively reported. Using the simian immunodeficiency virus (SIV) infected rhesus macaque model, we show that these differences are apparent very early during the course of infection. Though there were no major changes in the proportions of CD4 T cells or its subsets, central memory CD4 T cells from female macaques were found to differentially regulate a significantly larger number of genes at day 4 post-infection (PI) as compared to males. Pathway analysis revealed divergence of both canonical and biological pathways that persisted at day 10 PI. Changes in gene expression profiles were accompanied by a significant increase in plasma levels of pro-inflammatory mediators such as MCP-1/CCL2, I-TAC/CXCL11, and MIF. Though plasma levels of IFNα did not differ between male and female macaques, the expression levels of IFNα subtype-14, 16, IFNβ, and IFNω were significantly upregulated in the lymph nodes of female macaques at day 10 PI as compared to male macaques. Our results suggest that the pathogenic sequelae seen during chronic infection may be shaped by gender differences in immune responses induced very early during the course of HIV infection.

## Introduction

Human immunodeficiency virus (HIV) and simian immunodeficiency virus infection (SIV) is characterized by progressive loss of CD4 T cells leading to end stage AIDS[1–17]. The advent of HAART has had a significant impact on the course of HIV infection leading better long-term outcome for most patients. The effect of HIV infection, and impact of HAART over the course of disease has, however, not been uniform. This is especially the case with HIV infected women who have been reported to display higher levels of immune activation and progress to disease faster when compared to male subjects.

Numerous studies have shown that there were significant gender differences in the course of HIV pathogenesis[18–20] and plasma viral loads[21–23]. Interestingly, HIV infected female subjects display favorable clinical parameters during the initial stages of infection but later experience more adverse outcomes than their male counterparts[24].

T cells have been shown to differentially express gender biased genes at higher levels in women than men[25] with immune response genes such as IFNγ, Lymphotoxin-β, Granzyme A etc significantly over represented in women than men. Significant gender based differences in anti-viral cytokine responses induced by memory CD4 T cells have been reported[26]. Expression of interferon stimulated genes (ISG), IFNα, and immune activation relative to plasma HIV RNA loads were significantly higher in HIV infected female subjects as compared to male subjects[27–29]. The above studies suggest that gender differences are a potential determinant of pathogenic outcomes following HIV infection though it is not clear if these differences are apparent during the early stages of infection.

We sought to address this question using the rhesus macaque model for HIV infection. Rhesus macaques have been extensively used to study HIV pathogenesis[1–5, 7–10, 14, 30–49]. Our results show that central memory (CM) CD4 T cells from SIV infected female macaques differentially regulate a significantly larger number of genes at day 4 post-infection (PI) as compared to males. These differences were still apparent at day 10 PI, albeit with fewer number of genes. Changes in gene expression profiles were accompanied by significantly elevated levels of innate inflammatory cytokines such as MCP-1, I-TAC, and MIF in the plasma of female macaques. Though there was no difference in plasma levels of IFNα between males and females, levels of IFNα subtype-14, 16, IFNβ, and IFNω expression were significantly elevated at day 10 PI in the lymph nodes (LN) of female macaques as compared to male macaques.

## Materials and methods

### Animals, infection and samples

A total of 4 male and 4 female rhesus macaques (*Macaca mulatta*) of Indian origin seronegative for SIV, simian retrovirus (SRV) and simian T-cell leukemia virus (STLV) type-1 were used in this study. Animals were obtained from Bioqual, Inc. MD and housed at Bioqual in accordance with the recommendations of the Association for Assessment and Accreditation of Laboratory Animal Care International Standards and NIH Guide for the Care and Use of Laboratory Animals of the United States. The Institutional Animal Use and Care Committee of BIOQUAL approved these experiments (protocol #11-3528-01) followed by USUHS IACUC. When immobilization was necessary for procedures, the animals were sedated intramuscularly with 10 mg/kg of Ketamine HCl (Parke-Davis, Morris Plains N.J.) before any direct handling or procedures. All efforts were made to minimize suffering. Details of animal welfare and steps taken to ameliorate suffering were in accordance with the recommendations of the Weatherall report, “The use of non-human primates (NHP) in research”. Animals were housed in an air-conditioned facility with an ambient temperature of 21–25°C, a relative humidity of 40%–60% and a 12 h light/dark cycle. Animals were socially housed when possible or individually housed if no compatible pairing could be found. The animals were housed in suspended stainless steel wire-bottomed 6 sq ft cages and provided with a commercial primate diet and fresh fruit and vegetables twice daily with water freely available at all times. Social housing, toys, foraging equipment and mirrors were provided. Animals were monitored at least twice daily for behavior, food intake, activity, and overall health by trained technicians. When the animals were euthanized, they were first sedated with ketamine and then given an overdose of pentobarbital.

All animals were infected intravenously at the same time with ~100 animal infectious doses of SIVmac251 that was obtained from Dr. Norman Letvin at Harvard Medical School. Peripheral blood and plasma samples were collected longitudinally from each animal at day 0, 4 and 10 PI. All the animals were sacrificed at day 10 PI, and blood and tissue samples were collected for analysis.

PBMC was isolated from peripheral blood by density gradient centrifugation, whereas cells from LN were isolated by mechanical disruption. Plasma viral loads were determined by real-time PCR using reverse-transcribed viral RNA as the template, as previously described [50].

### Antibodies and flow cytometry

Isolated PBMC were labeled with a panel of CD3-Cy-7APC, CD4-APC, CD8-Alexa700, CD20-Pacific Blue, CD95-FITC and CD28-Cy-5PE (BD Biosciences) antibodies and analyzed using a BD LSR II instrument. Central memory CD4 T cells (CD3+CD20-CD4+CD28+CD95+) were sorted using a Becton Dickinson Aria sorter, and used for microarray analysis. Memory CD4 T cells was discriminated based on the expression of CD28 and CD95 as described previously[7, 51]. After excluding dead cells, live CM cell subsets that were sufficient to yield a minimum of ~1 ug of RNA were sorted (>95% purity) and used for RNA extraction.

### Microarray hybridization and analysis

Approximately 500 ng of purified RNA obtained from CM CD4 T cells at day 0, 4 and 10 PI was transferred to The Sidney Kimmel Cancer Center Microarray Core Facility at Johns Hopkins University (NIH grant P30 CA006973) for processing. RNA was assessed for quality using 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), amplified and labeled using the Quick RNA Amplification and Labeling Kit (Agilent Technologies) with minor modifications. Briefly, 400 ng total RNA was reverse-transcribed into cDNA by MMLV-RT using oligo-dT primers (System Bioscience, Palo Alto, CA) that incorporate the T7 promoter sequence. The cDNA was *in vitro* transcribed in the presence of T7 RNA polymerase and Cyanine (Cy5 or Cy3)-labeled CTP (Perkin Elmer, Pittsburg, PA). The labeled cRNA was purified using the RNeasy mini kit (Qiagen). RNA spike-in controls (Agilent Technologies) were added to each RNA sample before amplification and labeling.

Samples were hybridized to the Agilent Rhesus macaque Gene Expression Microarrays, 4x44k, P/N G2519F, V1 (Agilent Microarray Design ID 015421) using each animal’s day 0 sample as the reference to normalize for the day 4 and 10 post-infection time points from that same animal. A total of 800 ng of each Cyanine-labeled sample was used for hybridization at 65°C for 17 hours in a rotating hybridization oven.

After hybridization, the microarray slides were washed, dried in an ozone-controlled enclosure, and scanned and analyzed using an Agilent G2505C Scanner controlled by Agilent Scan Control 7.0 software. After extraction with the Agilent Feature Extraction 9.5.3.1 software, data was stored initially in the Stanford Microarray Database[52], and subsequently moved to the Gene Expression Omnibus (GEO) and are available as accession GSE38917 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38917.

For analysis, the log_2_ of red/ green normalized ratios for the day 4 and 10 samples (normalized to day 0 of each animal) for all non-flagged features were recovered by their Biosequence ID. The resulting data were averaged by sex (male and female) and day (day 4 and 10). Spots with a significant difference in average ratio (two-sided t-test, p < 0.05) between males and females at either day 4, or day 10 were extracted from the data set, and subjected to hierarchical cluster analysis. The clustering was performed and visualized using the superheat R package (superheat v0.1.0, https://github.com/rlbarter/superheat).

Significant changes in spot signal ratios between males and females were additionally visualized using volcano plots. Briefly, changes in mean log_2_ signal ratios were calculated at day 4 and day 10 and plotted along the x-axis. Two-sided t-tests were used to assess significant differences between males and females for each spot, and the negative log p-values were plotted along the y-axis. Horizontal dashed and solid black lines that denote p-values at 0.1 and 0.05, respectively, were added to the volcano plot. Red spots to the left of 0 (vertical dashed red line) were more upregulated in females than males, and blue spots to the right of 0 were more upregulated in males than females. Black points above the significance lines represent genes that were significantly more down regulated in males (right side) or females (left side). All analyses were performed using R software (version 3.5.1). Significantly differentially regulated genes in male and female macaques at day 4 and 10 PI were used to identify canonical, and molecular/ cellular function pathways using the Ingenuity Pathway Analysis software (Qiagen).

### Cytokine levels in plasma

Plasma cytokine levels were determined at the Immunology Unit of the Duke Human Vaccine Institute using the Cytokine Monkey Magnetic 29-Plex Panel for Luminex^™^ Platform (Thermofisher Scientific, Waltham, MA). This kit can simultaneously quantify 29 cytokines namely, FGF-basic, IL-1β, G-CSF, IL-10, IL-6, IL-12, RANTES, Eotaxin, IL-17, MIP-1α, GM-CSF, MIP-1β, MCP-1, IL-15, EGF, IL-5, HGF, VEGF, IFNγ, MDC, I-TAC, MIF, IL-1RA, TNFα, IL-2, IP-10, MIG, IL-4 and IL-8 in rhesus macaques[53, 54]. Plasma samples were setup in triplicates and the plates were analyzed using Luminex xMAP technology on a Bio-plex 200 system (Biorad).

Plasma levels of IFNα were determined using the human IFNα pan ELISA kit (Mabtech, Cincinnati, OH) with a limit of detection of 4 pg/ ml.

### Absolute quantification of *Macaca mulatta* IFN subtype mRNA levels by qRT-PCR

The absolute expression of Type I and, III IFN subtypes were determined as described previously[33, 34]. Briefly RNA isolated from LN cells using the RNeasy Mini Kit (Qiagen, Valencia, CA), DNase (Qiagen) was reverse transcribed (total RNA 500 ηg) with the Verso cDNA Synthesis Kit (Thermo Scientific, Rockford, IL) with a combination of random hexamers and anchored oligo dT primers at 42°C for 30 min, 95°C for 2 min, 4°C for ∞. RNase H (New England Biolabs, Ipswich, MA) was included in each sample.

The expression levels of type I and III IFN was determined by qRT-PCR using type I and III interferon subtype (IFNα-01/13, 02, 06, 08, 14, 16, 23, 24, 25, 26, 27, 28, 29, IFNβ, IFNω and IFNλ-1) primers and probes that were specific for *Macaca mulatta*[55]. Taqman Fast Universal PCR Master Mix and the primer/probe sets for housekeeping genes GAPDH and 18S obtained from Applied Biosystems (Foster City, CA) were used as controls. Four point standard curves of linearized plasmids containing the IFN subtype sequences as inserts and no template controls were included on each assay plate. The qRT-PCR assay plates were analyzed using a ViiA 7 Real-Time PCR System (Life Technologies, Grand Island, NY) at 50°C for 2 min, 95°C for 10 min, 40 cycles of 95°C for 15 sec, 60°C for 1 min, and collected data was analyzed using the ViiA 7 RUO Software (Life Technologies). The absolute numbers of each IFN transcript was calculated using standard curves and normalized to micrograms of RNA input per well.

### Data analysis

Flow cytometric data was analyzed using FlowJo version 9.2 (Tree Star, Inc., Ashland, OR). Statistical analysis was performed using Graph Pad Prism Version 5.0 software (Graph Pad Prism Software, Inc. San Diego, CA). Differences in CD4 T cell dynamics and cytokine profiles between time points were determined using One-way ANOVA followed by post-hoc analysis using Tukey’s multiple comparisons test. Differences in IFNα expression levels between male and female macaques were determined using *Mann-Whitney U test*. A *p < 0*.*05* was considered significant.

## Results

### Acute plasma viral loads and CD4 T cell subset dynamics do not significantly differ between male and female macaques

Previous studies[21–23] have reported that female HIV infected subjects have lower plasma HIV loads compared to male subjects. To determine if these differences were apparent during the acute stages of infection, we examined plasma viral loads in female macaques at day 4 and 10 PI and compared them to male macaques (Fig 1a). Plasma viral loads were readily detectable at day 4 PI and significantly increased by day 10 PI that did not significantly differ between the male and female groups of animals.

**Fig 1:**
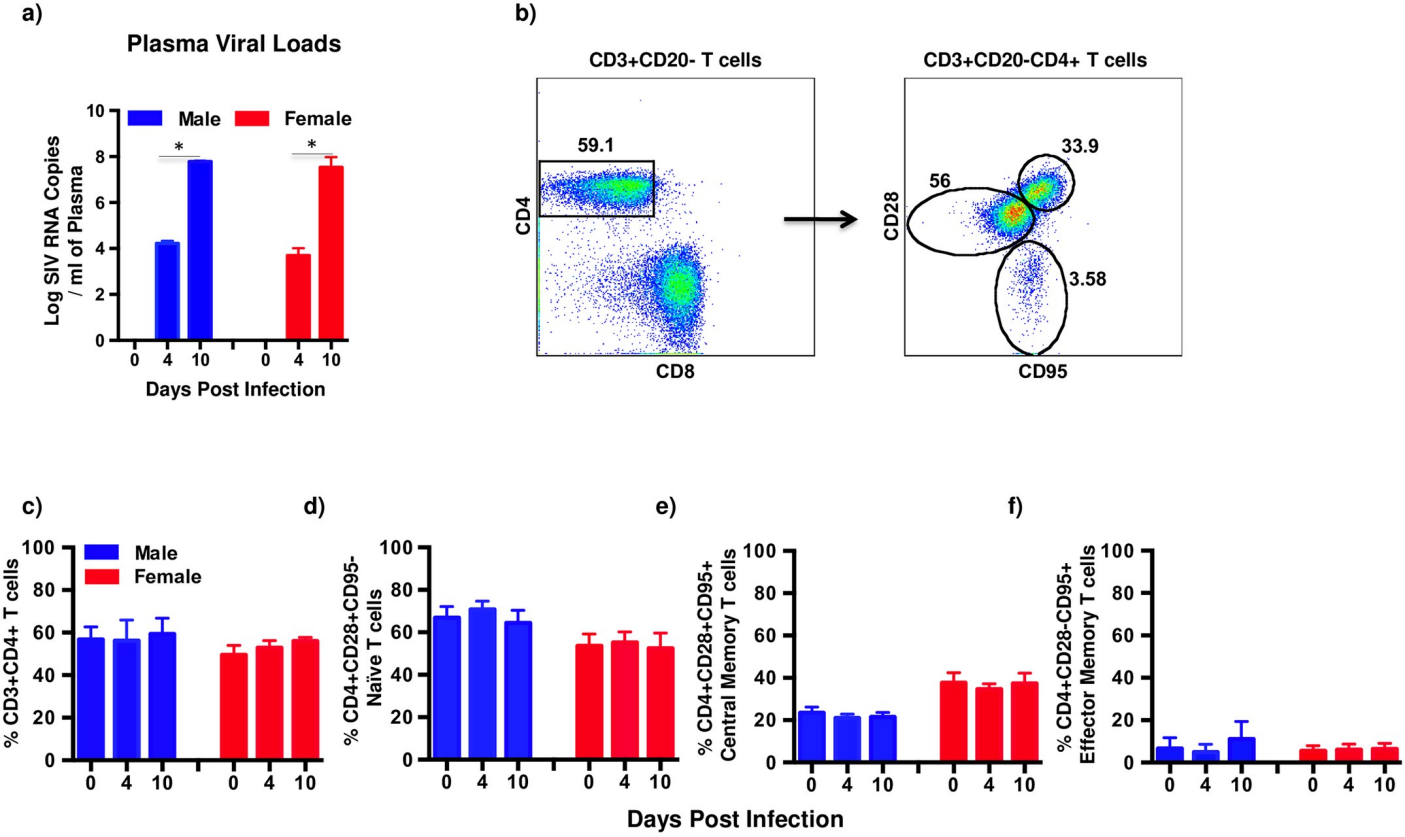
Plasma viral loads and CD4 T cell dynamics are similar in male and female macaques. (a) Plasma viral loads (Limit of detection is 30 copies /ml of plasma) in male (n = 4) and female (n = 4) macaques at day 4 and 10 post SIV infection (PI). (b) Representative dot plots showing the discrimination of CD4 T cells and it subsets in peripheral blood. Naïve and memory CD4 T cells were discriminated based on the differential expression of CD28 and CD95 on CD4 T cells. The proportion of peripheral blood (c) CD3+CD20-CD4 T cells, (d) CD4+CD28+CD95- naïve CD4 T cells, (e) CD4+CD28+CD95+ central memory CD4 T cells, and (f) CD4+CD28-CD95+ effector memory CD4 T cells at day 0, 4 and 10 PI in male (n = 4) and female (n = 4) macaques. Error bars represent standard error.

Next we examined the dynamics of CD4 T cell subsets to determine if acute SIV infection was associated with gender dependent changes in these subsets. Naïve (CD28+CD95-), central memory (CD28+CD95+), and effector memory (CD28-CD95+) CD4 T cells were discriminated based on the expression of CD28 and CD95 (Fig 1b) as described previously. There were no significant differences in the proportions of either total CD4 T cells or naïve and memory subsets following SIV infection between male and female macaques as compared to day 0 values (Fig 1c–1f).

### Significantly larger numbers of genes are differentially regulated in central memory CD4 T cells from female macaques as compared to males

Memory CD4 T cells is the primary target for both HIV and SIV infections. 

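Microarray data of CM CD4 T cells came from 8 rhesus macaques, 4 females (F03, F61, F72 and FML) and 4 males (DBXC, DCOC, DCOD and DCOR), each sampled before SIV infection (day 0) and at days 4 and 10 PI. On each of the 16 arrays, RNA of day 4 or day 10 was labeled with the red dye Cy5 and RNA of the same animal's day 0 with the green dye Cy3, so that there were 4 arrays per sex and day. No array had the dyes swapped, so a dye effect of a spot stays in a change from day 0. It cancels in a difference between the sexes only where it is alike on every array, which could not be checked here. The day 4 and day 10 arrays of an animal also share its day 0 RNA. The authors scanned the Agilent rhesus macaque arrays, extracted the signals with the Feature Extraction software, and deposited the log10 of the red over the green signal for each spot, which was converted to log2 here, so that a positive value means a higher signal after infection. Of 45220 spots, 41851 had a value on all 16 arrays, and a median of 51.6% of these values per array was exactly 0 (range 48.1% to 60.2%). The sources used here do not say whether a value of exactly 0 stands for no signal or for no change. The annotation used here named 1 gene for 5412 of the measured spots (12.9%), covering 2504 gene symbols, and left 87.1% of the spots without a name. Counts are therefore of spots, while the value of a named gene is the mean of its spots on an array. Where a gene has several probes, only the spots of the probe with the smallest p are used. The probes with a name and exactly 2 spots, 2408 in all, had a correlation between their spots of 0.189 to 0.716 per array (median 0.475), taken across probes, which are not independent replicates. Across spots, the median correlation was 0.187 between the arrays of the same animal (0.0255 to 0.532) and 0.0994 between different animals on different days (-0.171 to 0.502). It was 0.0677 between animals of the same sex and day, and 0.0959 between females and males of the same day, where the lowest was -0.305. Each spot was tested with limma, one day at a time, for the difference between the sexes and for the change from day 0, with Benjamini-Hochberg adjustment over all 41851 spots. The number of arrays limits the precision: in simulated day 4 data, limma recovered 18% of the spots given a true log2 difference of 1 between the sexes after adjustment, and 48% of those given a difference of 2. The simulation drew independent normal noise with each spot's own spread, without the many values of 0. The spots moved could include some whose spread is small because most of their values are 0. These shares are therefore not the power for spots with signal. The choices that could change the numbers include the fold rule, the animals included, the counting of spots, the test, and the treatment of the values listed as 0.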

To determine if acute SIV infection was associated with changes in the profile of gene expression, we sorted highly purified populations of central memory (CM) CD4 T cells (Fig 2a) and used their RNA for microarray analysis. The mean log2 signal ratio (e.g. log2(Day 4 signal / Day 0 signal for each animal) for each gene on the microarray was calculated.

**Fig 2:**
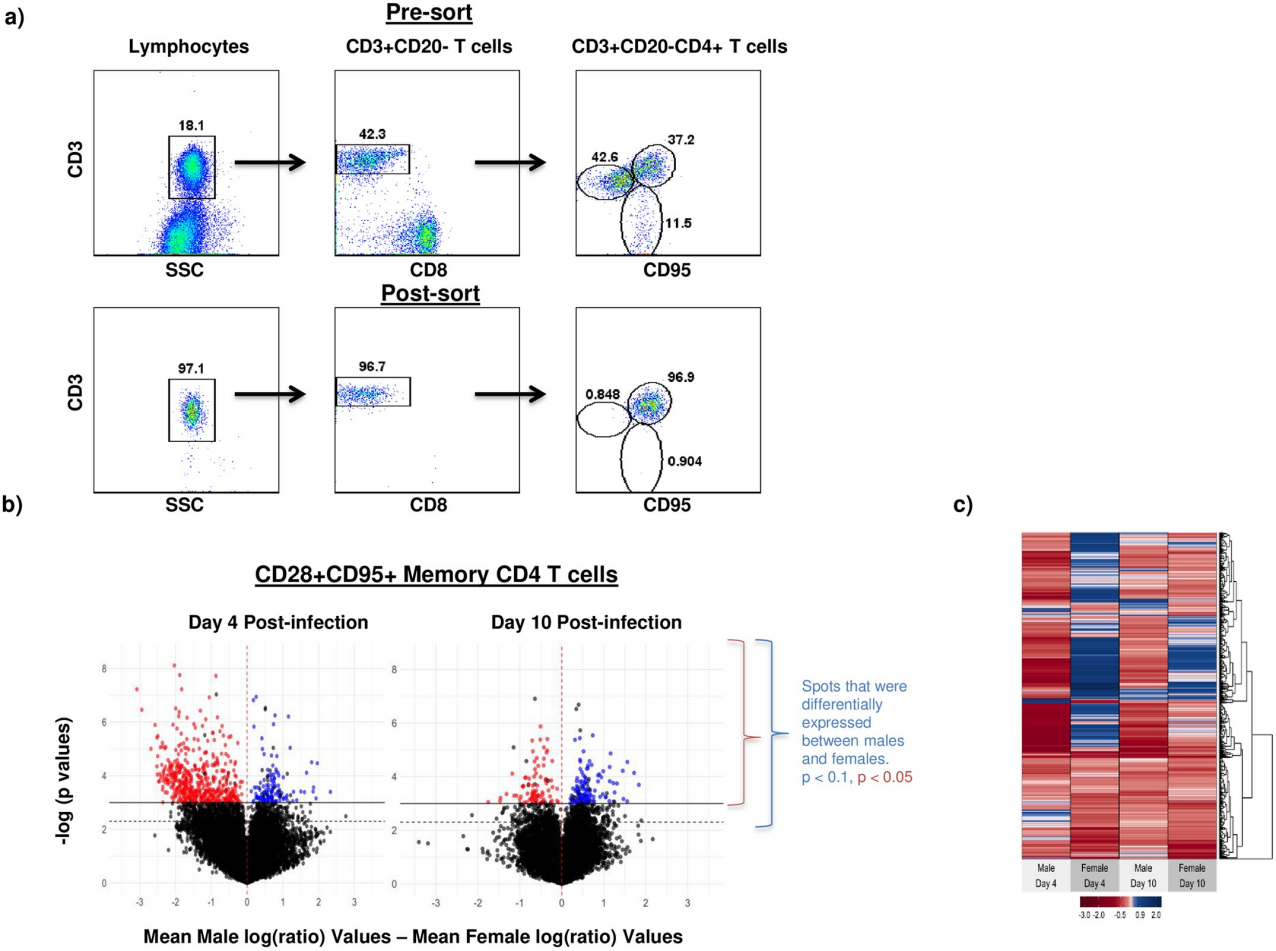
Female macaques differentially regulate significantly larger number of genes during acute SIV infection as compared to male macaques. (a) Representative dot plots showing the sorting strategy (Pre-sort) used to obtain populations of central memory (CM) CD4 T cells and the purity of the CM CD4 T cells (Post-sort). (b) Volcano plots and (c) heat map generated using genes that were differentially regulated in CM CD4 T cells from male (n = 4) and female (n = 4) macaques at day 4 and 10 post SIV infection. Each animal’s day 0 sorted CM CD4 T cell sample was used to normalize the same animals day 4 and 10 post SIV infection sorted samples. For (b), the mean log2 signal ratio (e.g. log2(Day 4 signal/ Day 0 signal)) for each gene on the microarray was calculated for each gender (4 animals per gender) and the difference in mean ratio values was computed between males and females and plotted along the x-axis. Genes that exhibited significant differences in expression between males and females are plotted above the horizontal significance line (solid line: p < 0.05; dashed line: p < 0.1). Red colored points indicate genes that were more upregulated in females than males, and blue points represent genes that were more upregulated in males than females. Black points falling above the significance lines indicate those points that are more down regulated between males and females. Black points above the significance line represent genes that were significantly more down regulated between males (left side) and females (right side).

When considering how gene expression changed in the animals in relation to the day 0 data for the same animal, several trends were observed. For example, at day 4 PI, females exhibited a higher number of up-regulated genes (2-fold increase or more) as compared to males (69 versus 7 genes, respectively). 

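EXTL1, a glycosyltransferase of the exostosin family, had a mean log2 ratio to day 0 of 2.01 ± 0.75 (SD, n = 4) in females at day 4 PI, and was above 0 in 4 of 4 females. The sialyltransferase gene ST8SIA6 was at 1.59 ± 0.55 (SD, n = 4) in females and -0.01 ± 0.78 (SD, n = 4) in males. In males, the transcription factor gene PAX2 was at 0.92 ± 0.48 (SD, n = 4), against 0.29 ± 0.41 (SD, n = 4) in females. In all, 58 spots were at least 2-fold up in all 4 females and 11 in all 4 males, and 0 spots were in both sets. Of the spots with a gene name, the female set held 11, which name ACADVL, EXTL1, FAM8A1, KCNMA1, KLF16, LOC713600, MT, SLC13A3, SLC6A2 and ST8SIA6, and the male set held 3, which name BMPR1A and PAX2. The fold rule involves no test, and the mean changes missed the adjusted threshold of limma for EXTL1 (adjusted p = 0.223), for ST8SIA6 in females (adjusted p = 0.224) and for PAX2 in males (adjusted p = 0.668). Over the remaining 3 animals, the female count was 357 without F61, 146 without F72 and 160 without FML, and the male count was 50 without DBXC, 63 without DCOC and 49 without DCOD. Here and below, 2-fold counts with 1 animal left out can only stay or rise, since the rule then covers 3 animals.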

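At day 10 PI, DTNA, which encodes a protein of the dystrophin complex, had a mean log2 ratio to day 0 of 2.26 ± 1.21 (SD, n = 4) in females and 1.61 ± 0.91 (SD, n = 4) in males. ZNF280B, a zinc finger gene, was at 1.87 ± 0.98 (SD, n = 4) in females and 1.52 ± 1.46 (SD, n = 4) in males. The MHC class I gene MAMU-E was at 1.29 ± 1.22 (SD, n = 4) in males and was higher than at day 0 in 4 of 4 females. These 3 genes and BMPR1A were named by 4 of the 21 spots that were at least 2-fold up in all 4 females at day 10. In males, 4 spots met the same rule, none of them with a gene name in the annotation. None of the 58 spots of the female set of day 4 was among the 21 of day 10. With limma, the changes in females missed the adjusted threshold for DTNA (adjusted p = 0.406) and for ZNF280B (adjusted p = 0.613). With 1 animal left out, the day 10 count was 46 without F03, 52 without F61 and 169 without FML in females, and 48 without DBXC, 25 without DCOC, 13 without DCOD and 33 without DCOR in males.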

By day 10 PI, this gender-specific difference in upregulated genes was retained, but the number of genes was diminished (22 genes in females versus 6 genes in males). 

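BMPR1A, a receptor for bone morphogenetic proteins, was above its day 0 level on all 16 arrays. Its mean log2 ratio in females was 1.10 ± 0.86 (SD, n = 4) at day 4 PI and 1.84 ± 0.47 (SD, n = 4) at day 10 PI. In males, BMPR1A was at 2.14 ± 1.10 (SD, n = 4) at day 4 and 1.46 ± 1.27 (SD, n = 4) at day 10. With limma, the adjusted p of the BMPR1A change was 0.545 and 0.410 in females, and 0.668 and 0.648 in males, at days 4 and 10. At day 10, 1 spot, which has no gene name in the annotation, was at least 2-fold up in all 4 females and all 4 males, where independent sets of these sizes would share 0.00201 spots. With DBXC left out, 6 spots were up in both sexes at day 4 or day 10, and with DCOR left out, 5.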

In total, only 5 genes were similarly upregulated in males and females at day 4 and/or day 10 PI (S1 Table). As compared to the number of up-regulated genes, down-regulated genes (2-fold decrease or more) were more abundant in both genders at both time points PI. 

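CAR, listed under the symbol of the constitutive androstane receptor, was below its day 0 level in all 8 animals at both days. Its mean log2 ratio was -2.02 ± 0.38 (SD, n = 4) in females and -1.60 ± 0.49 (SD, n = 4) in males at day 10 PI (limma, adjusted p = 0.0736 and 0.108). SH2D3A, an adaptor protein gene, was at -1.96 ± 1.01 (SD, n = 4) in females at day 4, and LMNA, which encodes lamin A, was at -1.63 ± 0.14 (SD, n = 4) in females at day 10 (limma, adjusted p = 0.224 and 0.267). At an unadjusted p under 0.05, 1500 spots were above and 1130 below day 0 in females at day 4, against 753 above and 1170 below in males. At day 10, 677 were above and 1289 below in females, and 641 above and 1100 below in males. Of the 41851 spots, 6.3% in females and 4.6% in males passed unadjusted at day 4, and 4.7% and 4.2% at day 10. The threshold of 0.05 alone passes a share of about 0.05 with no change. After adjustment, limma called 0 spots in females at day 4, 1 lower spot in males at day 4 (log2 ratio -0.41, adjusted p = 0.0152), 1 lower spot in females at day 10 (-0.42, adjusted p = 0.0436) and 0 in males at day 10, where 1741 passed unadjusted. The annotation names neither called spot. With all 16 arrays in a single fit, paired by the animal as a block, 75 spots were called in females at day 4 (15 higher and 60 lower), 3 in males at day 4, 13 in females at day 10 and 2 in males at day 10. The same fit without the block, chosen after seeing the data, called 74, 3, 13 and 2, so the change came with the single fit of both days and not with the block. Neither fit called either of the single spots called 1 day at a time. The spots called in females at day 4 in the fit with the block include lower spots of CAR (log2 ratio -1.80), PRNP (-2.72), SH2D3A (-2.07), GABRA5 (-1.31) and CREG1 (-0.99), and a higher spot of ST8SIA6 (2.80). With the values listed as 0 treated as missing, the calls were 24 in females and 0 in males at day 4, and 79 in females and 48 in males at day 10, again without those 2 spots.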

At day 4 PI, 125 male and 89 female downregulated genes were observed, and 73 male and 102 females down-regulated genes were detected at day 10 PI. 

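PRNP, the prion protein gene, had a mean log2 ratio of -2.61 ± 1.08 (SD, n = 4) in females at day 4 PI. UBD, a ubiquitin-like modifier induced by interferon-γ, was at -2.22 ± 1.21 (SD, n = 4) in females and -1.60 ± 0.79 (SD, n = 4) in males at day 4. HDLBP, which encodes an RNA-binding protein, was at -1.58 ± 0.48 (SD, n = 4) in males and 0.14 ± 0.85 (SD, n = 4) in females at day 4. At day 10, the calcium channel gene TRPV6 was at -1.79 ± 0.88 (SD, n = 4) in females, and CGNL1, a gene of cell junctions, was at -1.31 ± 0.44 (SD, n = 4) in males. At least 2-fold down in all 4 animals were 96 spots in males and 101 in females at day 4, and 75 in males and 113 in females at day 10. The named genes among them were CAR, GABRA5, KPNB1, PRNP, PRPF19, SH2D3A, UBD and ZC3H8 in females and HDLBP, ONECUT2, ZC3H8 and ZFYVE19 in males at day 4. At day 10 they were CAR, EXPH5, LOC715677, PRNP, PRPF19, TRPV6, UBD and ZC3H8 in females and CAR, CGNL1 and ZC3H8 in males. The changes of PRNP in females (limma, adjusted p = 0.234) and of HDLBP in males (adjusted p = 0.668) missed the adjusted threshold. With 1 animal left out, the day 4 counts were 272 without F61, 157 without F72 and 154 without FML in females, and 185 without DBXC, 210 without DCOD and 173 without DCOR in males, and the day 10 counts were 180 without F03, 184 without F61 and 185 without FML in females, and 147 without DBXC, 128 without DCOC and 115 without DCOR in males.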

We also observed significant overlap in down-regulated genes between the genders; 37 at day 4 PI, and 45 at day 10 PI. 

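ZC3H8, a zinc finger gene, had a mean log2 ratio of -2.67 ± 0.81 (SD, n = 4) in males at day 4 PI, -2.78 ± 0.70 (SD, n = 4) in females at day 10 and -2.75 ± 1.10 (SD, n = 4) in males at day 10. PRPF19, a factor of RNA splicing, was at -1.64 ± 1.04 (SD, n = 4) in females and -1.06 ± 0.91 (SD, n = 4) in males at day 4, and KPNB1, a nuclear import receptor, was at -1.39 ± 0.76 (SD, n = 4) and -1.28 ± 0.64 (SD, n = 4) at day 10. Neither gene was in the overlap. Spots of PRPF19 were 2-fold down in all 4 animals in females only, at both days, and KPNB1 in females at day 4 only. The spots at least 2-fold down in all 4 females and in all 4 males numbered 33 at day 4 and 46 at day 10, where independent sets of these sizes would share 0.232 and 0.203. On all 16 arrays, 18 spots were at least 2-fold down, among them a spot of ZC3H8. Every array held day 0 in the green dye, so a dye effect of a spot that is alike on every array would be shared by both sexes.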

A table showing the gender-specific differences and similarities in up and down-regulated genes is provided (S1 Table).

The difference in mean ratio values between males and females were calculated and plotted along the x-axis in Fig 2b. Genes that exhibited significant differences in expression between males and females are plotted above the horizontal significance line (solid line: p < 0.05). In total, we observed 633 genes at day 4 PI that were significantly differentially expressed (p < 0.05) between males and females, and 216 genes at day 10 PI (S2 and S3 Tables). This increase in differential gene expression at day 4 PI was largely driven by an increased number of genes that were significantly more upregulated in females (484, red spots; Fig 2b) as compared to males (118, blue spots; Fig 2b).

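IGF1R, the receptor of insulin-like growth factor 1, had a mean log2 ratio of 1.45 ± 0.59 (SD, n = 4) in females and -0.51 ± 0.27 (SD, n = 4) in males at day 4 PI, a difference of 1.96 (limma, standard error 0.304, adjusted p = 0.239). Without F61, whose value of 0.57 lay apart from the other females, the day 4 difference in IGF1R was 2.25 (limma, adjusted p = 0.0165), the only 1 of 8 fits with 1 animal left out that passed (differences 1.84 to 2.25). At day 10 the difference in IGF1R was 1.07 (standard error 0.785, adjusted p = 0.903). UBE2J1, a ubiquitin-conjugating enzyme gene, was at 0.43 ± 0.15 (SD, n = 4) in males at day 10 and listed at 0, which can stand for no signal as well as for no change, in all 4 females (limma, adjusted p = 0.903). Of 2541 named probes, 110 were higher in females and 36 in males at day 4, and 27 and 26 at day 10, at an unadjusted p under 0.05. Over all spots, limma found 1659 at day 4 (3.96%) and 644 at day 10 (1.54%) at that threshold. The methods' t-test, in the form with unequal variances, found 1010 (2.41%) and 321 (0.767%). All these shares are below the 0.05 that the threshold passes with no difference. Spots listed at 0 on all arrays of a day (4426 and 4992) cannot pass and lower the shares. With them left out, a setting chosen after seeing the data, limma found 1862 and 726. Of the remaining spots this is close to a share of 0.05 at day 4 and still below it at day 10. The methods do not state the form, which was taken from the largest p of the genes in S2 and S3 Tables, and with equal variances the counts were 1339 and 488. After adjustment, 0 spots passed at either day with limma or with the methods' t-test, and the smallest adjusted p from limma was 0.0693 at day 4 and 0.393 at day 10. At day 4, limma with robust variance estimation called 2 spots and limma with array weights 1. The spot that both called (differences 2.31 and 2.35, adjusted p = 0.0488 and 0.0437), named here after its value was seen, belongs to the pair matched to PORIMIN in S2 Table, whose probe holds a run of G, and the annotation names none of these spots. With all 16 arrays in a single fit, the unadjusted counts were 2885 and 1024 with the animal as a block and 2881 and 1021 without it, the latter chosen after seeing the data, and 0 spots passed after adjustment at either day in both. For the change of the sex difference from day 4 to day 10, 0 spots passed the adjusted threshold of limma and 1411 (3.37%) were under 0.05 unadjusted. The unadjusted day 4 count was 1022 without F03, 1083 without F72 and 1090 without DCOC, and the day 10 count was 1110 without FML.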

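KCNMA1, the pore-forming subunit of a calcium-activated potassium channel, had a mean log2 ratio of 2.20 ± 0.74 (SD, n = 4) in females and -0.88 ± 0.55 (SD, n = 4) in males at day 4 PI, a difference of 3.08 (limma, standard error 0.430, adjusted p = 0.215).
PHKG1, a catalytic subunit of phosphorylase kinase, was at 1.27 ± 0.52 (SD, n = 4) in females and -0.57 ± 0.15 (SD, n = 4) in males (limma, adjusted p = 0.215), and its difference was 2.08 without F61 (adjusted p = 0.0165), the only 1 of 8 fits with 1 animal left out that passed (differences 1.66 to 2.08).
Higher in males were CREG1, with a difference of -0.74 (limma, adjusted p = 0.411), and IL11RA, the interleukin-11 receptor, with -1.20 (adjusted p = 0.537).
Of the 1659 spots under 0.05 unadjusted, 1310 were higher in females and 349 in males, so that 79.0% were on the female side.
After each array's non-zero values were centered on their median, a setting chosen after seeing the data, the split was 860 to 597 (59.0%), and with all 16 arrays in a single fit it was 1920 to 965 (66.6%) with the animal as a block and 1911 to 970 (66.3%) without.
With the values listed as 0 treated as missing it was 1074 to 130 (89.2%), and with the methods' t-test 853 to 157 (84.5%).
Of the 10 genes with the lowest p on the female side, 9 have a probe sequence in S2 Table, which holds a run of at least 4 G for 8 of them, among them KCNMA1 and IGF1R but not PHKG1, and on the male side 0 of the 8 with a sequence have such a run.
Of all genes held of S2 Table, which the paper chose by the difference between the sexes, such a run stands in 327 of 479 higher in females (68.3%) and 9 of 138 higher in males (6.52%), so that 152 and 129 have none.
Sequences of spots outside S2 and S3 Tables were not used here.

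**Figure D1:**
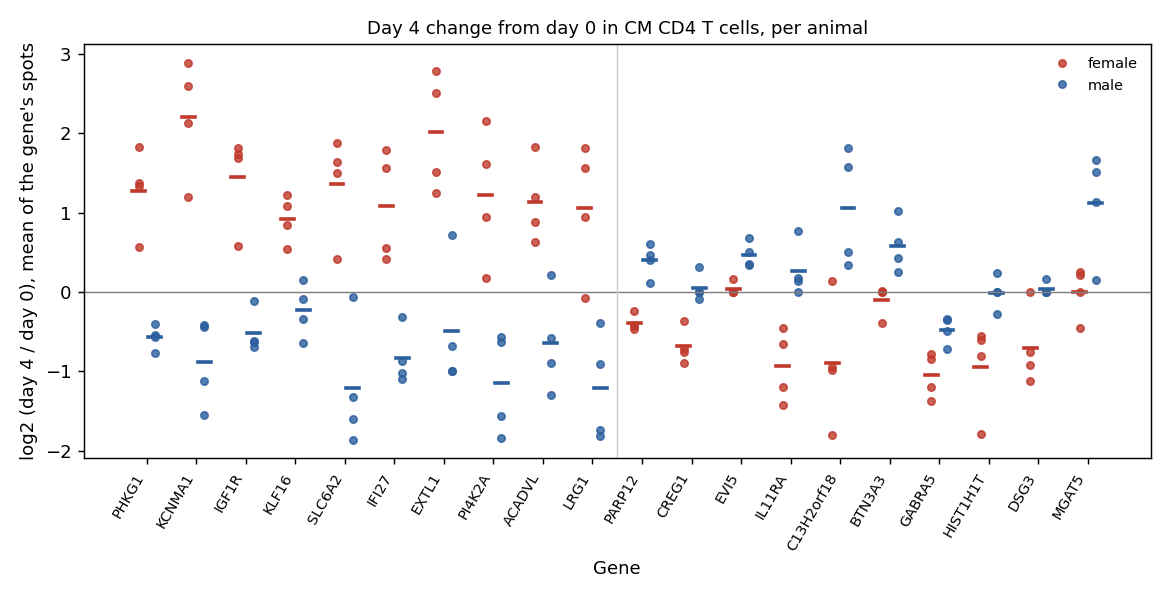
Log2 ratio to day 0 at day 4 PI (axis in log2 units) of the 10 named genes with the lowest p on the female side and the 10 on the male side, with a red point per female, a blue point per male, and a bar at the mean of the 4 animals. KCNMA1 lies between 1.20 and 2.88 in females and between -1.54 and -0.42 in males.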

Individual mean log2 ratio values for all genes that were differentially expressed between males and female at either day 4 or 10 PI (all points above the solid line (p < 0.05) in Fig 2b) was visualized in a heatmap (Fig 2c). The day 4 and 10 PI data were obtained after normalizing to each animal’s day 0 sample. 

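PI4K2A, a phosphatidylinositol 4-kinase, had a mean log2 ratio of 1.22 ± 0.86 (SD, n = 4) in females and -1.15 ± 0.64 (SD, n = 4) in males at day 4 PI (limma, difference 2.37, adjusted p = 0.537). ACADVL, an enzyme of mitochondrial fatty acid oxidation, was at 1.13 ± 0.52 (SD, n = 4) in females and -0.64 ± 0.64 (SD, n = 4) in males (limma, difference 1.77, adjusted p = 0.537). KLF16, a zinc finger transcription factor gene, was at 0.92 ± 0.30 (SD, n = 4) in females and -0.23 ± 0.34 (SD, n = 4) in males (limma, difference 1.16, adjusted p = 0.411). Of the spots higher in females at an unadjusted p under 0.05, 1264 had a female mean above day 0, 359 a female mean at least 2-fold up, and 491 a value above 0 in all 4 females. The median of the female means over these spots was 0.73 and that of the differences 1.42. The probe sequences of PI4K2A, ACADVL and KLF16 all hold a run of G.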

At day 4 PI, a large proportion of genes were significantly upregulated in females as compared to males. Intriguingly, a large subset of these genes, were downregulated in males at day 4 PI. 

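SLC6A2, the norepinephrine transporter, had a mean log2 ratio of -1.21 ± 0.80 (SD, n = 4) in males at day 4 PI and was below 0 in 4 of 4 males (limma for the change from day 0, adjusted p = 0.685). In females it was at 1.36 ± 0.65 (SD, n = 4). LRG1, a leucine-rich glycoprotein gene, was also below day 0 in 4 of 4 males, and at 1.06 ± 0.84 (SD, n = 4) in females. Of the spots higher in females at day 4, 1230 had a male mean below day 0, 289 a male mean at least 2-fold down, and 573 a value below 0 in all 4 males. The median of the male means was -0.61, and 1184 of the spots (90.4%) had a female mean above and a male mean below day 0. Of the 349 spots higher in males, 314 had a female mean below and 271 a male mean above day 0. All of these spots were chosen by the difference between the sexes, and the male changes of SLC6A2 and LRG1 missed the adjusted threshold of limma. The probes of both genes hold a run of G.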

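At day 10 PI, NOTCH4, a Notch receptor gene, had a mean log2 ratio of 0.33 ± 0.41 (SD, n = 4) in females and -0.54 ± 0.37 (SD, n = 4) in males (limma, difference 0.88, adjusted p = 0.903). DNAJC10, a chaperone of the endoplasmic reticulum, was 0.43 higher in females at day 10 and 0.49 higher at day 4 (limma, adjusted p = 0.903 and 0.724). HSP90B1, another chaperone there, was at -0.27 ± 0.18 (SD, n = 4) in females and 0.29 ± 0.28 (SD, n = 4) in males at day 10. PHKG1 differed by 0.01 between the sexes at day 10 and SLC6A2 by 1.30 (limma, adjusted p = 1.00 and 0.903). Of the spots higher in females at day 4, 982 (75.0%) were higher in females at day 10, 41 of them at an unadjusted p under 0.05, and the median difference was 0.36. Of those higher in males at day 4, 223 ran the same way at day 10, 8 of them under 0.05. Because both arrays of an animal share its day 0 RNA, data simulated with no sex effect and equal noise in each RNA sample gave 84.6% for the same share, while the other splits of the same 8 animals, with no such assumption on the noise, gave a median of 56.3%. The correlation of the day 4 and day 10 differences across spots was 0.204 and the covariance 0.0465. The simulated values were 0.503 and 0.129, and the median correlation over the other splits was 0.0890. The spread within each sex gives a covariance of 0.0252, and the arrays of an animal had a consensus correlation of 0.0379. The equal noise of the simulation therefore does not hold in these data, and its values overstate the shared part. Part of the observed values may still come from the shared day 0. Among matched genes of S2 Table higher in females, the mean day 10 difference was 0.49 ± 0.43 (SD across 288 probes) with a run of G. Without a run it was 0.08 ± 0.37 (SD across 130 probes). Their mean day 4 differences were 1.62 and 0.91. These genes were chosen by the day 4 difference and probes are not independent replicates, so the contrast was not tested.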

By day 10 PI, this altered change in gene expression diminished, but hierarchical clustering of genes revealed subsets of genes that retained their differential expression patterns between males and females. The expression profiles for the differentially expressed genes for each individual animal is provided in S2 and S3 Tables and can be visualized in S1 Fig.

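In single animals at day 4 PI, PHKG1 lay between 0.57 and 1.82 in females and between -0.77 and -0.40 in males on the log2 scale. KLF16 lay between 0.55 and 1.22 in females and between -0.64 and 0.15 in males. EVI5, a gene of membrane traffic, lay between 0.34 and 0.68 in males and was listed at 0, which can stand for no signal, in 3 of 4 females. The copies of S2 and S3 Tables used here hold 617 of the paper's 633 and 213 of the paper's 216 genes. Their values in the 8 animals matched the mean of a single pair of spots, within about 0.01 on the log2 scale, for 535 genes at day 4 and 169 at day 10. After the animals' columns were shuffled, 0 genes matched. Of the matched pairs, 81 at day 4 and 17 at day 10 have the same gene name on both spots in the annotation, and 0 have 2 names or a name on only 1 spot; these names were not compared with those of the tables. The genes of both tables were chosen by a t-test under 0.05, and its form was taken from their largest p, so a test on the mean of the pair adds nothing. On single spots, the methods' t-test with unequal variances gave both spots under 0.05 for 153 pairs at day 4 and 15 at day 10, and neither was for 151 and 100.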

To assess if differential regulation of genes was associated with differences in specific biological pathways and functions, we performed pathway analysis of differentially genes in female macaques at day 4 and 10 PI and compared them to male macaques (Fig 3a and 3b). Our results showed that the genes associated with both canonical pathways and molecular/ cellular functions diverged between male and female macaques suggesting that acute SIV infection differentially impacts gene expression in CD4 T cells from male and females during the very early stages of infection.

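Among 9 measured interferon-stimulated genes, 5 were higher in females and 4 in males at day 4 PI. IFI27 was at 1.08 ± 0.69 (SD, n = 4) in females and -0.82 ± 0.35 (SD, n = 4) in males, while PARP12, which is induced by interferon as well, was at -0.39 ± 0.10 (SD, n = 4) in females and 0.40 ± 0.21 (SD, n = 4) in males. Adjusted over the list alone, these 2 genes passed the threshold of limma, and 0 of the 9 passed over all named probes. At day 10, 2 of the 9 were higher in females and 7 in males, and 0 passed, either over all named probes or adjusted over the list alone. Of 12 measured genes of plasma mediators, 5 were higher in females and 6 in males at day 4, with FGF2, a fibroblast growth factor, at 0.57 ± 0.57 (SD, n = 4) in females and -0.57 ± 0.73 (SD, n = 4) in males, and 0 passed, adjusted over the list alone or over all named probes. Of 6 genes of DNA replication, 4 were higher in females at day 4 and 6 at day 10, and POLE, a DNA polymerase subunit, was 1.39 higher in females at day 4 (limma, adjusted p = 0.706). Of 6 genes of PXR and RXR activation, 5 were higher in males at day 4, with the lowest p of any list from camera between the sexes at that day (0.194, adjusted p = 0.913). Of 10 acute phase genes, 6 were higher in females at day 4, and of 5 markers of CD8 T and NK cells, 2. In camera, 0 of 13 lists passed at day 4 or day 10, with a preset or an estimated correlation, and 0 had an unadjusted p under 0.05. At day 10 every adjusted p was 0.929 (adjusted p = 0.941 with an estimated correlation). The lists were written from general knowledge and cover few measured genes, since most spots have no name here. From pathways that diverged between the sexes in Fig 3, which were found with the genes at p under 0.05, the paper proposes that acute SIV infection affects gene expression in CD4 T cells of males and females differently from very early on.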

**Fig 3:**
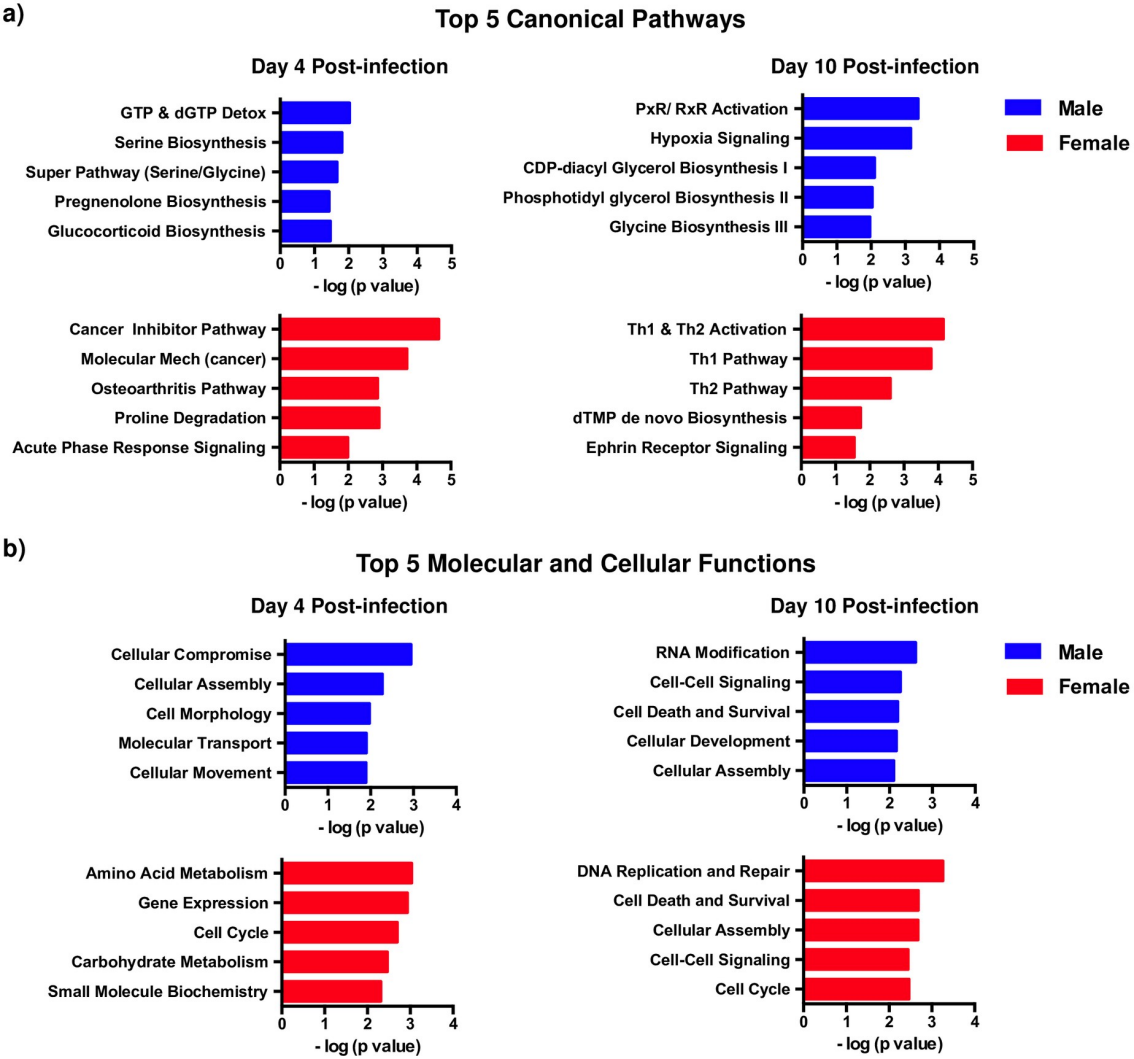
Canonical and biological pathways in memory CD4 T cells diverge in male and female macaques during acute SIV infection. Statistically significant genes that were differentially regulated between male and female macaques were used to pathway analysis using Ingenuity Pathway Analysis software. (a) Top 5 canonical pathways in (n = 4) and female (n = 4) macaques at day 4 and 10 post SIV infection (PI), and (b) top 5 molecular and cellular functions in (n = 4) and female (n = 4) macaques at day 4 and 10 PI. Each animal’s day 0 sorted CM CD4 T cell sample was used to normalize the same animals day 4 and 10 post SIV infection sorted samples.

### Plasma levels of MCP-1, I-TAC, and MIF are significantly elevated in female macaques at day 10 PI as compared to male macaques

Upregulated levels of pro-inflammatory cytokines during acute stages of HIV and SIV infections have been previously reported[56]. To determine if pro-inflammatory cytokines were differentially induced based on gender, we examined the levels of plasma cytokines at day 4 and 10 PI using the 29-plex cytokine assay and compared them to day 0 values (Fig 4a–4h). Our results showed that MIG/ CXCL9, IP-10/ CXCL10, IFNγ, IL-1RA, Eotaxin, MCP-1/ CCL2, I-TAC/ CXCL11 and MIF were significantly elevated in both male and female macaques at day 10 PI as compared to day 0 and 4 PI. However, female macaques displayed significantly higher levels of plasma MCP-1 (Fig 4f), I-TAC (Fig 4g), and MIF (Fig 4h) at day 10 PI as compared to their male counterparts. All other cytokines were either below the level of detection or did not differ from day 0 values.

**Fig 4:**
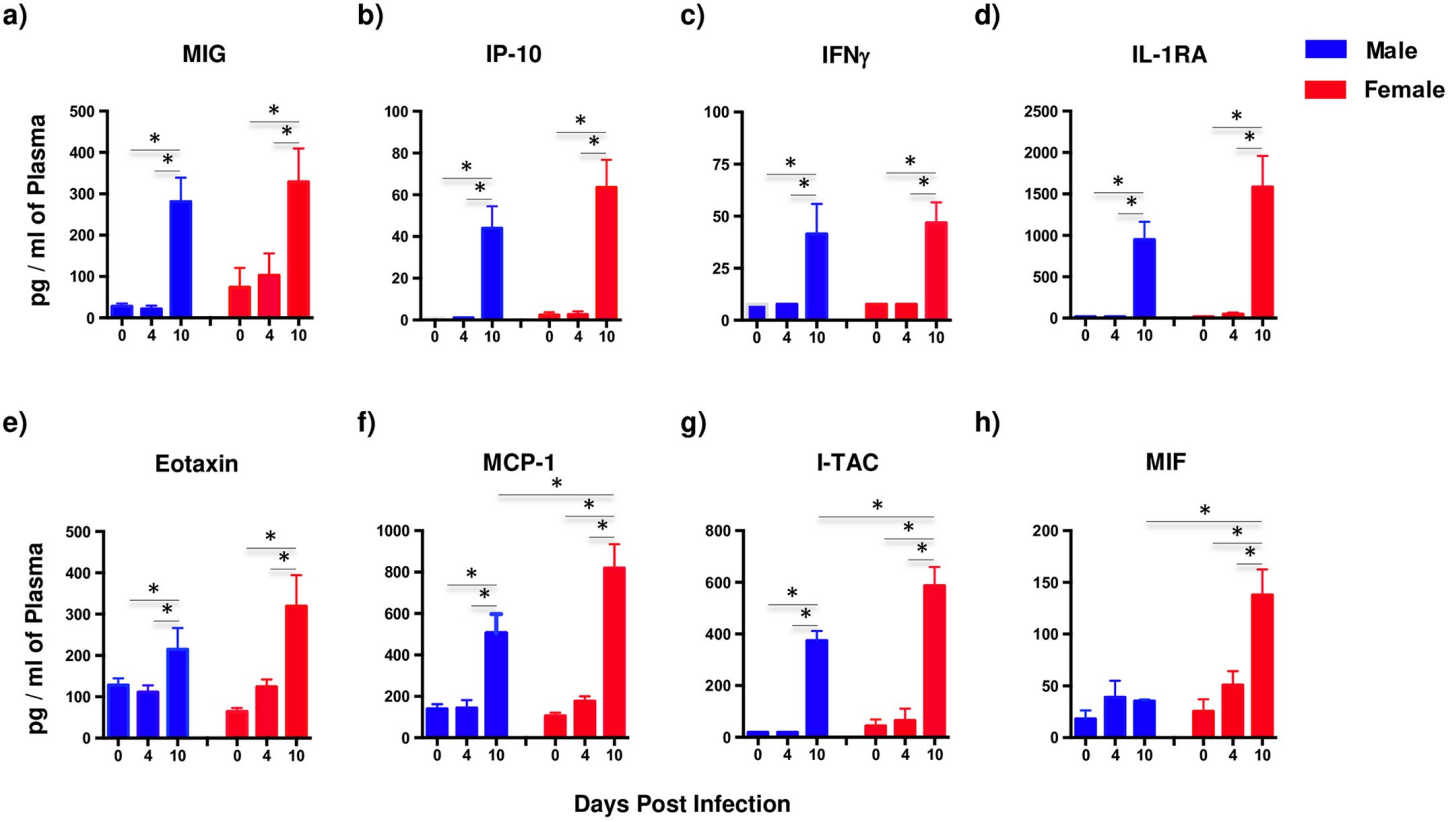
Plasma levels of MCP-1, I-TAC and MIF are significantly upregulated in female macaques as compared to male macaques during acute SIV infection. Levels of (a) MIG, (b) IP-10, (c) IFNγ, (d) IL-1RA, (e) Eotaxin, (f) MCP-1, (g) I-TAC, and (h) MIF in the plasma samples that were collected from each animal at day 0, 4 and 10 post-SIV infection from male (n = 4) and female (n = 4) macaques. Error bars represent standard error.

### Expression of IFNα subtypes- 14, 16, IFNβ and IFNω are significantly elevated in the lymph nodes of female macaques as compared to male macaques

We have previously shown that plasma levels of IFNα were significantly elevated during the acute phase of SIV infection[33] whereas, others have reported significant gender based differences in induction of ISG[27], and IFNα production[57] during HIV infection To determine if gender differences in innate IFN responses were apparent *in vivo* during the acute phase of infection, we examined plasma concentrations of IFNα at day 4 and 10 PI and compared them to day 0 values. Significant levels of IFNα were detectable at day 10 PI in all the animals as compared to day 0 and 4 PI (Fig 5a) that however, did not significantly differ between male and female macaques.

**Fig 5:**
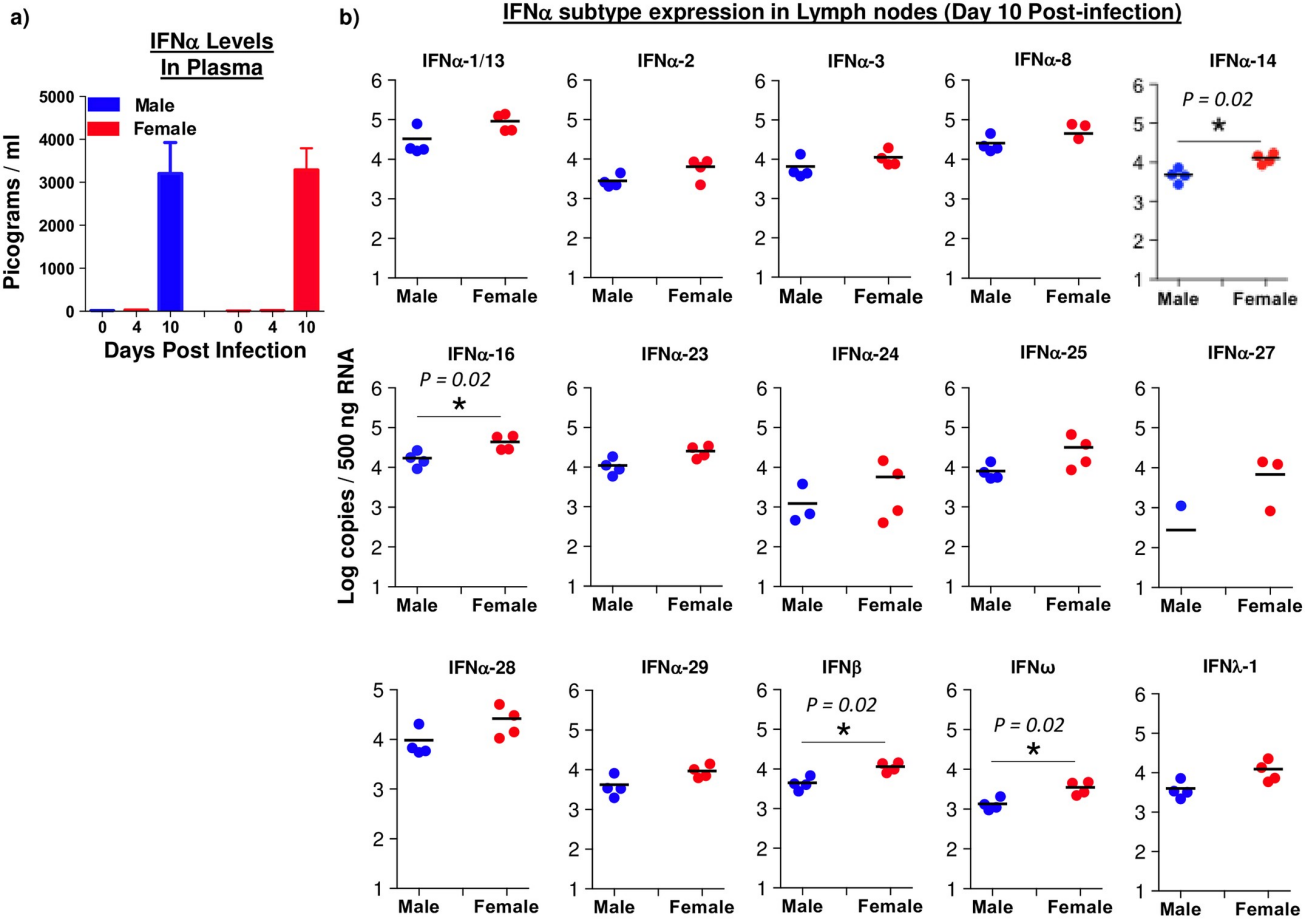
Type I (IFNα-14, 16, IFNβ, and IFNω) IFN subtypes are significantly upregulated in the lymph nodes of female macaques at day 10 post infection. (a) Levels of IFNα in the plasma samples that were collected longitudinally at day 0, 4 and 10 post-SIV infection (PI) from male (n = 4) and female (n = 4) macaques. (b) Absolute levels of Type I (IFNα-01/13, 02, 06, 08, 14, 16, 23, 24, 25, 26, 27, 28, 29, IFNβ and IFNω) and Type III (IFNλ-1) IFN transcripts in the lymph nodes of male (n = 4) and female (n = 4) macaques at day 10 PI. Exact same amount of RNA was used from each animal for quantitative analysis.

Both Type I and III IFN harbor numerous subtypes that differentially regulate immune responses[33, 34]. To determine if acute SIV infection was associated with differential expression of IFN subtypes based on gender, we quantified the absolute levels of IFNα-01/13, 02, 06, 08, 14, 16, 23, 24, 25, 26, 27, 28, 29, IFNβ, IFNω and IFNλ-1 transcripts in the LN of male and female macaques at day 10 PI (Fig 5b). Our results showed that all subtypes were highly expressed in the LN of both male and female macaques. However, female macaques expressed significantly higher levels of IFNα subtype-14, 16, IFNβ and IFNω transcripts suggesting that female macaques differentially upregulate IFN responses during acute stages of SIV infection. The assay used in our study is robust and highly specific for each IFNα subtype that is coded by its own gene. Although the some of the genes are highly similar in sequence, the primers and probes were designed to detect sequences specific to each IFNα subtype. In addition, the types of probes that were used, either molecular beacons or those containing locked nucleic acids, are much more sensitive to single nucleotide differences than standard Taqman probes. In most cases, we were able to design primer-probe sets in which the probe and at least one primer was specific for its IFN-α subtype. This was verified by sequencing the PCR products using rhesus macaques. There were some subtypes for which only the probes were specific. In those cases, it is possible that non-target IFNα subtypes other than the target subtype could be amplified during the PCR reaction reducing sensitivity. Those non-target subtypes, however, are not detected due to the high specificity of the probe for each subtype suggesting that the assay used in this study could impact the sensitivity for the target gene but not the specificity of the assay for each subtype. As such we are confident that all subtypes that we detected were indeed expressed in vivo and the potential for non-specific amplification is negligible.

## Discussion

HIV infection is characterized by a progressive loss of CD4 T cells leading to adverse outcomes in therapy naïve subjects. Though the advent of anti-retroviral therapy has led to immune reconstitution and better long-term outcomes, numerous studies have documented gender differences in pathogenesis and responsiveness to therapy. Female HIV infected subjects have been shown to generate higher levels of innate and adaptive immune responses than their male counterparts; these are associated with increased immunopathogenesis[58]. Our results suggest that these differences are likely apparent during the initial stages of infection. As early as day 4 after SIV infection, CM CD4 T cells from female macaques were found to differentially regulate significantly higher number of genes and to display divergent canonical and biological pathways as compared to male macaques. By day 10 PI these differences were largely attenuated, most likely due to the significantly high level of SIV replication, though gender based differences in canonical and biological pathways were still apparent. Given the importance of CM CD4 T cells as primary targets for infection and as key players in the generation and maintenance of adaptive immune responses, these differences likely have implications for the long-term pathogenesis of HIV infection. Though our study involved only a small group of animals that needs to be validated with larger studies, gender based differences become apparent very early during the course of infection.

Earlier studies have reported upregulated levels of pro-inflammatory mediators during the early stages of HIV and SIV infections[56]. Our results were consistent with these findings as all animals showed a significant increase in plasma levels of MIG, IP-10, IFNγ, IL-1RA, Eotaxin, MCP-1, I-TAC and MIF at day 10 PI as compared the either day 0 or 4 PI. Interestingly, female macaques had significantly higher levels of MCP-1, I-TAC and MIF as compared to their male counterparts suggesting that early innate cytokine responses are skewed towards a more pro-inflammatory phenotype in female macaques.

Significantly elevated levels of MIF in the plasma of HIV infected subjects have been reported and stimulation of HIV infected PBMC with MIF was found to significantly increase HIV replication[59]. Interestingly, MIF is present in pre-formed protein in various cell types[60] and is a key regulator of inflammation[61] suggesting that inherent gender differences in the levels of pre-formed MIF likely contributed to the significantly higher levels of MIF in female macaques at day 10 PI.

Elevated levels of MCP-1, I-TAC and MIF in female macaques was surprising given the lower viral loads in HIV infected women reported in earlier studies. We did not observe a significant difference in the levels of plasma viral loads between male and female macaques that was likely due to the ramp-up phase of viremia during the 1^st^ 10 days after infection. Higher levels of pro-inflammatory mediators in the plasma of female macaques, however, suggests that acute disease is likely more severe in infected females as compared to males that may have implications for the long-term sequelae.

Previous studies have shown that higher levels of I-TAC, MCP-1 etc. was associated with increased immune activation[62]. High levels of MCP-1, MIP-1α and β, IL-4, IL-10 and RANTES expression was shown to correlate with pathogenic outcomes during primary SIV infection[63]. Unlike MCP-1, I-TAC is a chemotactic chemokine that preferentially recruits CXCR3+ T cells that have been implicated in cardiovascular diseases such as atherosclerosis[64–66]. Additional longitudinal studies are needed to better understand the implications of these differences on long-term pathogenic consequences of infection.

Others have reported sex-based differences in the production of IFNα[28, 57]. We did not observe a significant difference in plasma levels of IFNα in male and female macaques likely due to acute viral replication. However, a number of IFN subtypes (IFNα-14, 16, IFNβ, and IFNω) were significantly elevated in the LN at day 10 PI suggesting that there were gender based differences in the early innate IFN response to SIV infection. We were unable to get samples for healthy male and female macaques and cannot completely rule out if there were any inherent differences in IFN subtype responses in male vs female healthy animals. Studies have shown that pDC were actively recruited from circulation into the LN and were the primary producers of Type I IFNα during acute SIV infection[34]. Others have shown that pDC produce up to 1000-fold more IFN-α/β and IFN-λ than other cell types[67]. Zeigler et al[68] reported that pDC’s from female subjects when stimulated with TLR7 agonists induced significantly higher levels of IFNα subtypes and IFNβ as compared to pDC from male subjects. Others have reported that sex differences in IRF5 levels in pDC contribute to the induction of high levels of IFNα in female subjects as compared to males[69]. The exact reasons why these subtypes were significantly higher in female macaques as compared to male macaques are not clear. It is possible that the gender differences in pattern recognition receptors such as TLR7 and TLR8 that have been shown to play a major role in the production of IFNα during SIV infection contributes to this process. Both TLR7 and TLR8 are expressed on the X-chromosome[70–72] and TLR7 mediated induction of higher levels of IFNα in females have been previously reported[73]. On the other hand, it is also possible that gender differences in inflammatory responses likely contribute to the differential induction of IFN responses. Meier et al[28] reported that higher immune activation in HIV infected female patients was associated with sex differences in TLR mediated responses of pDC.

The significance of differential induction of IFN subtypes in the face of massive viral replication at day 10 PI is not clear though induction of higher IFNα responses have been associated with increased immune activation during HIV infection[74–76]. Likewise, higher levels of IFNα production was associated with increased T cell activation in treatment naïve HIV infected women as compared to men when adjusted for viral loads[28]. It is possible that early IFN responses in combination with other cytokines, likely play a role in shaping the course of immune activation during HIV infection. Abel et al reported that IFN-α/β responses were induced during the acute phase of SIV infection[77], whereas elevated levels of IFNα have been reported in the sera of HIV-1-infected and AIDS patients[78]. Sooty mangabeys, the natural hosts for SIV infection express less ISG during chronic infection as compared to pathogenic hosts and display substantially reduced levels of immune activation during SIV infection[79]. Other studies have reported that natural hosts produce high levels of IFNα during acute stages of infection but these responses are more rapidly resolved[79, 80]. Interestingly, IFNα-14 has been shown to induce high levels of protective ISG such as MX2 and Tetherin and reduce viral replication[81–83]. Treatment of HIV infected NSG (NOD-scid IL-2rγc^null^) mice transplanted with human peripheral blood mononuclear cells or humanized mice with IFNα-14 and IFNβ significantly decreased HIV replication *in vivo* as compared to other subtypes such as IFNα-2, IFNα-6 and IFNα-8[82, 84]. Whether induction of these IFN subtypes alters the course of HIV pathogenesis in female subjects as compared to males is still not clear and needs to be examined in future studies.

In conclusion, our studies support earlier studies showing gender based differences in driving HIV pathogenesis and suggest that pathogenic consequences observed during the chronic stages of disease are likely shaped very early during the course of infection. Additional larger studies are needed to better characterize the effect of gender during the early acute phases of infection, and the potential long-term consequence of these differences on disease progression and associated co-morbidities.

## Supporting information

S1 Fig Female macaques differentially regulate significantly larger number of genes during acute SIV infection as compared to male macaques—Individual animal data. Heat map generated using genes that were differentially regulated in CM CD4 T cells from male and female macaques at day 4 and 10 post SIV infection. Each animal’s day 0 sorted CM CD4 T cell sample was used to compare to the same animal’s day 4 and 10 post SIV infection sorted samples. The same genes as in Fig 2C are depicted and the expression profiles for each of the genes is visualized for each individual animal in the study.
(TIF)

S2 Fig Housekeeping genes GAPDH and 18s amplified at the same Ct in all the animals. Relative levels of GAPDH and 18s in lymph node mRNA samples from male (n = 4) and female (n = 4) macaques that were used for quantifying Type I IFN subtype responses.
(TIF)

S1 Table List of genes from all the male (n = 4) and female (n = 4) macaques that showed a minimum of two-fold change in expression (up or down) at day 4 and day 10 as compared to day 0.

S2 Table Genes whose expression is differentially regulated in male versus female macaques at 4 days post infection.

S3 Table Genes whose expression is differentially regulated in male versus female macaques at 10 days post infection.

How the deposited data were processed for this re-analysis (not part of the article)

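Gene expression was measured in sorted CM CD4 T cells of 4 female and 4 male rhesus macaques on 16 Agilent 2-color arrays, with day 4 or day 10 PI in the red channel and day 0 of the same animal in the green channel of each. Sex, day, animal and dye were taken from the sample labels, and the animals and their sex also stand in S2 and S3 Tables. The authors extracted the signals with Feature Extraction and deposited a log10 ratio of red over green per spot, normalized for dye within each array. The values were taken as log10 because they match the log2 values of S2 and S3 Tables only after conversion to log2. How the dye normalization was done, and which spots were marked, is not given in the sources used here, nor is any step between arrays. Scanner output with separate channel signals was not used here, so that signal over background could not be examined. The methods give the red over green ratio for features without a mark, averaged by sex and day, and a t-test between the sexes, whose form is not stated; unequal variances were taken from the largest p of the genes in S2 and S3 Tables, and the methods' t-test stands for that form here.

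From the deposited log10 ratios, log2 ratios were computed for the 41851 spots with a value on all 16 arrays, and 3369 spots listed as null on every array were left out. No array was centered or scaled, since the median log2 ratio was 0 on every array. The median of the non-zero values ranged from -0.25 to 0.26 per array, and their median absolute deviation from 0.584 to 1.11. Gene names came from the platform annotation, in which 5412 of these spots name 1 gene, 0 name several and 36439 name none. Of the 2504 symbols, 2401 stand in the reference gene table and 100 are a synonym of a single gene in it. The 5 genes that the paper's S1 Table gives as up in both sexes are not among the names, and no value is given for them. A named gene with several probes is described by the probe with the smallest p, and a probe by the mean of its spots.

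The difference between the sexes was tested per day with limma 3.58.1 in R 4.3.3 on the 8 arrays of that day, and the change from day 0 as the mean of a group against 0 in the same fit, which shares the spread between the sexes. Changes from day 4 to day 10 and the interaction of sex and day were tested on the difference of the 2 log2 ratios of an animal. All tests were two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05, over all spots for counts of spots and over 2541 named probes for named genes. A spot was counted as 2-fold up or down where its log2 ratio was at least 1, or at most -1, in all 4 animals of a group. Gene lists written before the data were examined were tested with camera at a preset correlation of 0.01 and at an estimated one, for the 13 of 34 lists with at least 5 measured genes. The genes named are the 10 with the smallest limma p in each direction of each comparison, members of the lists, genes the paper names, and genes named by the spots 2-fold up or down, the last chosen after their values were seen. Values in S2 and S3 Tables had been seen before this rule was written.

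The scripts were tested on simulated data, in which limma recovered 20% of 50 spots moved by 1 and 76% of 50 moved by 4 on the log2 scale at day 10 after adjustment, over 41851 spots. The simulated noise was normal and independent between spots, which the data, with their many values of 0, are not. With 12 genes of 1 list moved by 1 at day 4, camera gave that list an adjusted p of 6.13e-33, and 0 of the other lists passed. The day 4 and day 10 arrays of an animal come from the same animal, as the labels state, and so are paired. The correlation of their deviations from the group means was 0.326 in F03, 0.276 in F61, -0.0988 in F72, 0.418 in FML, -0.169 in DBXC, -0.0183 in DCOC, 0.0725 in DCOD and 0.0588 in DCOR. By this measure, only F03 and F61 had their own day 10 array as the best match of the day 4 array. The pairing therefore rests on the labels. The consensus correlation used for the animal as a block, from statmod 1.5.0 and limma, was 0.0379. Alternatives were other tests and variance models, array weights, centering and scaling, values of 0 treated as missing, gene symbols in place of spots, all 16 arrays in a single fit with and without the animal as a block, other fold rules, probes with runs of G left out, and each animal left out in turn. S2 and S3 Tables are held only in part, so no enrichment was tested on them. Plasma mediators and lymph node interferons were measured on other samples, which were not analysed here.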

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

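All tests of explanations in this part were chosen after the result had been seen. The day 4 array of female F61 had a correlation of 0.189 between the spots of a probe, against 0.685 to 0.702 on the arrays of the other females, and 0.374 where both spots were not 0, against 0.80 on each of the others. IGF1R was at 0.57 on that array, against 1.68 to 1.81 in the other females, and HOXB1 was at -0.54 in F61 at day 10, against -0.58 in the others. Among males at day 4, IGF1R was at -0.11 in DBXC, against -0.69 to -0.62 in the others, and CXCR3 at -0.86 in DCOC, against 0.02 to 0.10. OSMR was at -1.44 in F03 at day 10, against -0.59 to -0.52 in the other females. These are 7 of 108 groups of 4 animals examined, and chance sets apart about 1 in 20.

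The side of 0 was examined for the 10 genes with the lowest p of the sex difference in each direction and for genes the paper names. Most were thus chosen by the same difference. Among them, all 4 females lay on one side of 0 and all 4 males on the other at day 4 for KCNMA1 (difference 3.08), SLC6A2 (2.57), PI4K2A (2.37), IGF1R (1.96), IFI27 (1.90), PHKG1 (1.84) and PARP12 (-0.78), and at day 10 for HSP90B1 (-0.56). None of these differences passed the adjusted threshold of limma, where 146 named probes at day 4 and 53 at day 10 were under 0.05 unadjusted. Among 734 named probes with no value of 0 at day 4, 12 had females above and males below 0 and 2 the reverse, and among 672 at day 10, 0 and 1, where chance gives 0.391% each. That chance takes every array as even about 0 and the animals as independent. At day 4 the median of all non-zero values was -0.001 to 0.26 in females and -0.25 to 0.06 in males. An offset of the arrays alone would thus favor females above 0, and no sex effect can be read from the 12.

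At day 4, more spots were higher in females than in males (1310 against 349), and chance cannot be excluded: 6 of 35 splits of the animals gave as many spots as the real 1659 (highest other 3184, DBXC, F03, F72 and FML against the rest), and 4 a larger side of at least 1310 (highest other 2308). A single animal is argued against as the cause, since the lowest female share with 1 animal left out was 73.5%, without DCOR. Probes with runs of G are a candidate explanation for part of the excess: across the 8 day 4 arrays, the mean of the 288 matched ones that S2 Table gives as higher in females, chosen by that direction, correlated with the mean of the 31 listed only in S3 Table (r = 0.967, exact permutation p = 0.000248, adjusted 0.000967 over the 6 relations computed; rho = 0.952, p = 0.00114; r = 0.938 without the 2 farthest animals and 0.880 after subtracting the sex means), of which the 21 higher in females at day 10 gave r = 0.964 (exact permutation p = 0.000322; rho = 0.929, p = 0.00223) and the 10 higher in males r = 0.814 (exact permutation p = 0.0148; rho = 0.833, p = 0.0154; r = 0.295 after subtracting the sex means), while other probes of S3 Table gave r = -0.0861 (exact permutation p = 0.838; rho = -0.0714, p = 0.882), the 38 higher in females r = -0.172 (exact permutation p = 0.673; rho = -0.167, p = 0.703) and the 90 higher in males r = -0.00753 (exact permutation p = 0.985; rho = -0.119, p = 0.793). For the other probes of S3 Table, r was 0.366 without the 2 farthest animals and -0.059 after subtracting the sex means. The 38 gave 0.0522 and -0.561, and the 90 gave 0.380 and 0.223. The permutations move animals across the sexes, and both sets of probes were chosen by a sex difference with a shared day 0. The p-values therefore do not measure a joint shift within a sex, for which only r was computed. In S2 Table, chosen by the sex difference, 327 of 479 genes higher in females (68.3%) and 9 of 138 higher in males (6.52%) have such a run. This leaves 152 and 129 without one, and sequences of other spots were not used here. Uneven centering of the arrays cannot be told apart from a broad shift in females, since centering the non-zero values left 59.0% on the female side, and sex itself stays open.

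Spots 2-fold down overlapped between the sexes (33 at day 4 and 46 at day 10, against 0.232 and 0.203 for independent sets), and 18 were 2-fold down on all 16 arrays. Over those 18 spots, the median log2 ratio was -2.64 at day 4 and -2.61 at day 10, and the day 10 minus day 4 value ranged from -0.44 to 0.41 with a median of 0.14. An effect of the dye and a decrease after infection that is alike at both days cannot be told apart for them, because day 0 was always in the green dye.

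Differences between the sexes at day 4 and day 10 ran the same way more often than not (r = 0.204 across spots), and the day 0 RNA shared by the arrays of an animal may account for this. Chance cannot be excluded, since 14 of 35 splits of the animals had as high a correlation (highest other 0.508, median 0.0890). For the share of spots with the same direction, the real value was 75.0%, the highest other 89.4% and the median of the others 56.3%. The covariance was 0.0465, the spread within each sex gives 0.0252, and a retained sex difference stays open. Among matched genes of S2 Table higher in females, the mean day 10 difference was 0.49 with a run of G and 0.08 without. Whether runs of G account for the values that ran the same way was not tested.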

How the results depend on the processing

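The scaled, non-zero-centered, all-zero and single-fit without block settings were chosen after seeing the data. Of the counts over all alternatives, 272 stayed within 1.5 times and 140 moved. The 272 include settings that change no value, named below, and counts of lists that were 0 in both, so this tally overstates stability. Of the values of named genes, 883 kept direction and side of the threshold, 7 passed it and 14 changed sign. The cause was not tested for any change listed here, except that 3 animals or fewer probes meet a rule more or less often by construction, and that the single fit of all arrays moved its counts with the block and without it. Setting each array's median to 0 or asking for at least 3 values per sex changes no value and says nothing on stability, nor does leaving out the probes with a printed run of G (869 to 336), which reaches only probes chosen by the sex difference. Planned scaling of the arrays was not run, because most values of most arrays are 0, and with values of 0 as missing only 1 list per comparison had 5 genes. Signal over background could not be examined.

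Spots under 0.05 unadjusted between the sexes numbered 1010 at day 4 and 321 at day 10 with the methods' t-test in the form with unequal variances (1339 and 488 with equal variances). As gene symbols, over the 2504 named alone, the counts were 146 and 54. With all 16 arrays in a single fit they were 2885 and 1024 with the animal as a block, and 2881 and 1021 without the block. With 0 as missing, 265 spots passed at day 10. The split at day 4 was 1310 to 349, 860 to 597 after non-zero centering, 1920 to 965 in the single fit with the block, 1911 to 970 in that without, 1074 to 130 with 0 as missing and 853 to 157 with the methods' t-test. Spots past adjustment between the sexes at day 4 numbered 2 with robust variance and 1 with array weights, against 0. For the change from day 0, in females and males at day 4 and then at day 10, the calls were 0, 1, 1 and 0. They were 24, 0, 79 and 48 with 0 as missing, 75, 3, 13 and 2 in the single fit with the block, 74, 3, 13 and 2 in that without, and 2, 2, 4 and 2 with scaled arrays. As gene symbols, after non-zero centering and without all-zero spots, 0 were called in males at day 4 and in females at day 10. From day 4 to day 10 in females, the single call was lost (0) with 0 as missing, as gene symbols, with scaled arrays and in the single fit without the block. Of the single spots called in males at day 4 and in females at day 10, 0 were among the calls of either single fit or with 0 as missing. Between the sexes both single fits called 0 spots at either day, so the block changed no call there.

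In females at day 4, males at day 4, females at day 10 and males at day 10, the spots 2-fold up in all animals were 58, 11, 21 and 4, and down 101, 96, 113 and 75. As gene symbols, over the 2504 named alone, they were 3, 1, 1 and 0 up and 1, 2, 8 and 2 down. At 1.5-fold they were 246, 39, 77 and 30 up and 236, 364, 257 and 181 down. In at least 3 of 4 animals they were 567, 145, 232 and 107 up and 413, 415, 354 and 277 down. By the group mean they were 1138, 669, 536 and 531 up and 1054, 883, 539 and 456 down. Scaled arrays gave 13 up in males at day 10, and non-zero centering 38 up in females at day 4.

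With each animal left out in turn, spots past adjustment between the sexes numbered 0 to 3 at day 4 and 0 to 2 at day 10, and unadjusted 1022 (without F03; 1083 without F72, 1090 without DCOC) to 2174 and 476 to 1110 (without FML). The female share was 73.5% to 82.4% at day 4 and 40.6% to 61.4% at day 10. Changes past adjustment numbered 0 to 5 in females and 0 to 5 in males at day 4, 0 to 4 and 0 to 7 at day 10, 0 to 3 in females and 0 to 1 in males from day 4 to day 10, and 0 to 1 for the interaction. Spots 2-fold up numbered 78 to 357 in females (357 without F61) and 16 to 63 in males at day 4, and 28 to 169 and 13 to 48 at day 10. Spots down numbered 133 to 272 and 135 to 210 at day 4, and 144 to 185 and 112 to 147 at day 10. No list passed in any of these fits, nor with an estimated correlation. Sex differences changed sign for CXCR3 (-0.15 to 0.39, negative at -0.15 without DCOC, -0.03 without F03 and -0.08 without F72), IFNB1 (-0.20 to 0.39, negative at -0.07 without DBXC, -0.11 without DCOC, -0.20 without DCOD and -0.17 without F72) and IL1RN (-0.0779 to 0.0282) at day 4. At day 10 they did so for CXCR3 (-0.21 to 0.33, negative at -0.15 without DBXC, -0.03 without DCOR, -0.21 without F03 and -0.17 without F72), CXCL11 (-0.00797 to 0.0423) and IL1RN (-0.113 to 0.0219). Without F61, PHKG1 (2.08) and IGF1R (2.25) passed between the sexes at day 4 (limma, adjusted p = 0.0165 for both, and in none of the other 7 fits), as did the female changes of KCNMA1 (2.53), PHKG1 (1.51), IGF1R (1.74) and GABRA5 (-1.14), and without DCOR UBE2J1 in males at day 10 (0.36).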

Differences from the paper's values

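Counts here are of spots, while the values in S2 and S3 Tables are means of a pair of spots, and the paper's counts are of genes, so the units of each pair of counts differ. Counts as gene symbols cover only the 2504 symbols of the named spots, 12.9% of the measured spots. They cannot be set against the paper's counts of the whole array. In males at day 4, 11 spots were 2-fold up, and the paper's count is 7; none of the alternatives set before the data were examined came within 1.5 times (1 as gene symbols, 16 to 63 with a male left out, 39 at 1.5-fold, 145 in at least 3 animals, 669 by the mean). Up in both sexes at day 4 or day 10 was 1 spot, and the paper's count is 5. Without DBXC (6) and without DCOR (5) it came within 1.5 times, and under the other alternatives it did not. With a male left out the rule covers 3 males and the count can only stay or rise, so this is no match to the rule of all 4 animals. At day 4, 1659 spots differed between the sexes at an unadjusted p under 0.05, and the paper's count is 633. No alternative came within 1.5 times. The nearest above was the methods' t-test (1010), and the only one below was gene symbols (146), which cover the named spots alone. At day 10, 644 spots differed, and the paper's count is 216; the methods' t-test (321) in the form with unequal variances, which the paper does not state, and values of 0 as missing (265) came within 1.5 times, and the other alternatives did not, among them the t-test with equal variances (488). Higher in females at day 4 were 1310 spots, and the paper's count is 484; no alternative came within 1.5 times, and the methods' t-test gave 853. Higher in males at day 4 were 349, and the paper's count is 118. The methods' t-test (157, unequal variances) and values of 0 as missing (130) came within 1.5 times. The other alternatives did not, among them the t-test with equal variances (268). The paper's 484 and 118 are genes more upregulated in 1 sex, and its plot sets genes more down regulated apart as black points. Here every spot with a higher mean in 1 sex is counted, so these measures differ as well. S2 Table as held has 138 genes with a higher mean in males.

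The paper counts more genes down in males than in females at day 4, while 96 spots were down in males and 101 in females here; at 1.5-fold the counts were 364 and 236, in the paper's order, in at least 3 of 4 animals 415 and 413, and by the group mean 883 and 1054, in the opposite order. The paper reports pathways that differ between the sexes, while 0 of 13 lists passed adjustment in camera here, with 0 under 0.05 unadjusted at either day; the lists share at most a name with the pathways of Fig 3.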

Other observations

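The interferon-stimulated genes as a list did not pass the test against day 0 in either sex at day 10, and 0 of the 9 members had an unadjusted limma p under 0.05 in females or in males. The list has 62 genes, of which these 9 were measured. Of the 9, 7 were above day 0 in males at day 10, with a mean log2 ratio of 0.41 (camera, p = 0.0169, adjusted p = 0.220, and adjusted p = 0.914 with an estimated correlation). That unadjusted p was the lowest of any list in any comparison. In females 7 were above day 0, with a mean of 0.26 (camera, p = 0.0745, adjusted p = 0.860, and adjusted p = 0.871 with an estimated correlation). In males IFIT3 was at 0.68 ± 0.91 (SD, n = 4) and IRF7 at 0.51 ± 0.38 (SD, n = 4), and in females IFITM1 was at 0.68 ± 0.79 (SD, n = 4). IFNB1, which encodes interferon-β, was at 1.01 ± 0.79 (SD, n = 4) in males and 0.22 ± 0.31 (SD, n = 4) in females (limma, adjusted p = 0.903 for the difference).

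The paper reports higher plasma MIF, MCP-1 and I-TAC in females, and the mRNA of these mediators in CM CD4 T cells is a measure of another kind. MIF was at 0.11 ± 0.33 (SD, n = 4) in females and -0.23 ± 0.19 (SD, n = 4) in males at day 4, and at 0.17 ± 0.27 (SD, n = 4) and -0.19 ± 0.17 (SD, n = 4) at day 10 (limma, adjusted p = 0.762 and 0.903). MCP-1 had a mean of -0.19 in females at day 4, with 2 of 4 below 0 and the others at 0, and of -0.09 at day 10, with 1 below 0, and was listed at 0 in all 4 males at both days (limma, adjusted p = 0.764 and 0.903). CXCL11, which encodes I-TAC, was listed at 0 in all 4 females at day 4 and had a mean of 0.11 in males, from 1 male above 0. For MCP-1 and CXCL11, a listed 0 can stand for no signal as well as for no change. CXCL10 was at -0.13 ± 0.27 (SD, n = 4) in females and 0.23 ± 0.21 (SD, n = 4) in males at day 10 (limma, adjusted p = 0.903). Among markers of other cells, the B cell gene MS4A1 was at 0.28 ± 0.34 (SD, n = 4) in females and -0.12 ± 0.24 (SD, n = 4) in males at day 4 (limma, adjusted p = 0.762), and the myeloid gene LYZ at 0.08 ± 0.13 (SD, n = 4) and 0.07 ± 0.27 (SD, n = 4) (adjusted p = 0.998).

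All tests in this paragraph regroup the animals and were described after the results had been seen. Chance cannot be excluded for the 644 spots that differed between the sexes unadjusted at day 10, since 24 of 35 splits gave as many (highest other 2236, DBXC, DCOC, F61 and FML against the rest). Where the real count past adjustment was 0, all 35 splits reach it whatever the data, so the splits decide nothing; this holds for spots at day 4 (highest other 5), spots at day 10 (2), the interaction (1), and lists at day 4 (0), at day 10 (1) and for the interaction (0). For the changes from day 0 and from day 4 to day 10, the 8 turns of sign that 4 animals allow are too few for a share under 0.05. There the real count and the highest other were 0 and 0 in females at day 4, 1 and 0 in females at day 10, 1 and 1 in males at day 4, 0 and 2 in males at day 10, and from day 4 to day 10 1 and 1 in females and 0 and 1 in males. A count as large came from 8, 1, 2, 8, 3 and 8 of the 8 turns in the same order.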
